A study of Mus musculus with 9 samples. Its data were reported in "Blocking microglial reactivity via purinergic receptors prevents subacute cognitive deficits after TIA" (2026).

How the data were processed

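Transcript abundance was measured in sorted cells that the study calls microglia-like, called microglia below. Microglia are the resident immune cells of the brain. The mice had a transient ischemic attack (TIA), modelled by a short occlusion of a brain artery, or sham surgery. Cells positive for CD45 and CD11b and negative for the dead-cell dye 7-AAD were sorted from dissociated brains. The methods name no further marker, so other cells with these markers may be among them. Before dissociation, the brains were placed in a salt solution with the transcription inhibitor actinomycin D. Whether the inhibitor was also present during dissociation is not stated. RNA was hybridised to the probes of a mouse neuroinflammation panel and counted on an nCounter SPRINT instrument, which counts single barcoded probes without amplification. The deposited table holds 757 genes in 9 samples. The groups were read from the sample titles, which give Sham, TIA 24h and TIA 3d, with 3 animals per group, sampled 24 h or 3 d after the TIA. The study also sampled a later time point, which is not in the table and is not analysed here.

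The deposited values are log2 of normalized counts. Per the methods, the authors divided the counts of each lane by the geometric mean of the housekeeping probes of that lane, chosen by geNorm, in the ROSALIND software, and excluded genes below the highest negative control. Whether that exclusion was applied to the deposited table is not stated. None of the 13 housekeeping genes of the panel that were looked for, and no control probe, is among its genes (0 of 13 in the table), so the background of a lane could not be read from negative controls. Symbols were checked against a mouse gene table (GRCm38.p6), used for names only. There, 750 symbols matched, 7 matched through older symbols and 0 were unmatched. The table names no genome build, and no positions are given.

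In each lane, 2 to the power of every value was a whole multiple of a single step, within 0.01 counts for 100% of the values. This gave back the whole counts behind the values, with a factor per lane. The lowest recovered count was 1 and no value was 0. The files do not say whether counts of 0 were raised to 1. Recovered counts were used to describe the depth, for the alternatives named below and beside the named genes. All values called log2 below are the deposited ones unless another scaling is named.

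Each gene was fitted with a linear model on the log2 values of all 9 samples, with a mean per group and no covariate, in limma 3.58.1 (R 4.3.3; lmFit and eBayes, prior degrees of freedom 7.23). A moderated F test compared the 3 groups, and moderated contrasts compared TIA 24h with Sham, TIA 3d with Sham and TIA 3d with TIA 24h. All limma tests were two-sided for the contrasts, p values were adjusted by Benjamini-Hochberg over the 757 genes within each test, and the threshold was an adjusted p of 0.05. The last contrast is also the test of whether the change against Sham differed between the time points. Gene lists were tested with camera in limma, at its preset correlation between genes, for lists with at least 5 measured genes, adjusted over the 39 tests of 13 lists in 3 contrasts. The lists were homeostatic microglia, inflammatory cytokines and NF-kB, type I interferon response, disease-associated microglia, complement and phagocytosis, antigen presentation, cell cycle and DNA replication, immediate early and dissociation-induced genes, and markers of neurons, oligodendrocytes, astrocytes, endothelium and blood leukocytes. A border macrophage list (3 genes measured) and the housekeeping list (0 measured) were too small to test.

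The whole profile was described by 3 values. The share of the variance of log2 values that lay between groups was compared with all 280 distinct splits of the 9 samples into 3 groups of 3, an exact one-sided permutation test whose smallest p is 0.00357. The changes against Sham at both time points were correlated across genes, and this was set beside 1000 simulated data sets without group differences that shared the Sham samples in the same way. Genes past the F test were to be counted by which group mean was highest and which was lowest. Total counts per lane were compared by two-sided exact permutation tests, which cannot go below 0.1 for 3 animals against 3.

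These tests, the lists, the alternatives set in advance and the rule for naming genes were fixed before the data were examined. Under that rule, the text names for each contrast the 3 genes with the largest rise and the 3 with the largest fall among genes past the threshold whose 3 values in 1 group all lay above the 3 of the other. Where no gene passed, it names the 3 with the smallest p, said not to pass. It also names P2ry12, Cx3cr1, Tmem119, P2rx7, Il1b, Tnf, Spp1 and Cd300lf whatever their values. Ddit4 and S100a9 were on the same list of 10 and are not in the table. Some values of single genes are not reported here.

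The alternatives set in advance were median-centred samples, quantile normalization, leaving out genes below the 0.25 quantile of the mean, the replicate number as a block, leaving out each sample in turn, an intensity trend with a robust prior, and array weights. For the gene tests they also included the ordinary per-gene linear model and F test, an F-like statistic with S0 = 0.1 and a permutation-based false discovery rate of 0.05 (100 permutations) as the methods name it, an added minimum of 0.5 for the absolute log2 change, and a fit of only the 6 samples compared. For the lists they included fry and camera with an estimated correlation. Centring on housekeeping genes and a change of pseudocount were planned but not run, since none of the 13 panel housekeeping genes is in the table and it is already on the log2 scale. Added after the data were seen were log2 of the recovered counts as a share of the lane total, the log2 total count as a covariate, voom on the recovered counts, a filter at a mean recovered count of 20, and a lane model. The lane model fitted the counts of each lane as a background plus a multiple of the counts of Sham 1 (weights 1 over the count plus 10, lowest predicted count 0.5), and the residuals of the other 8 samples were tested in the same way. Replicate numbers did not pair the samples. After the group means of each gene were removed, samples of different groups with the same number correlated across genes with a median r of 0.11 over 9 pairs, against -0.00345 over 18 pairs with different numbers, so the replicate number was used only as an alternative, as a block.

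The steps were tested on simulated data in which 200 of 757 genes changed by 2 on the log2 scale. With a log-normal spread of the size measured here, between 85% and 91.5% of those genes were recovered. With the sampling noise of counts added to it, between 50% and 65.5% were. The measured spread already holds counting noise, so that noise enters again there. False calls made up 2.4% to 4.38% of the calls. The genes were simulated independently, without differences shared by the genes of a lane, so this share need not hold for the real data. Recovered totals per lane ranged from 6560 to 62883, and the median gene had 8 to 22 counts, so counting error limits the precision for a large part of the genes. Calculations outside R used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.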

Results

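Transcripts of 757 neuroinflammation genes were counted in sorted microglia-like cells of mice. These came from 3 Sham animals, 3 animals at 24 h after TIA (TIA 24h) and 3 animals at 3 d after TIA (TIA 3d). A shift in the mix of sorted cells was not tested apart from a change within microglia. The counts recovered from the deposited values gave a total over all genes of 25582, 14897 and 6560 in Sham replicates 1 to 3, of 10929, 7924 and 7248 at TIA 24h, and of 51533, 29200 and 62883 at TIA 3d. The deepest lane thus held 9.59 times the total of the shallowest. Mean totals were 15680 ± 9535 (SD, n = 3) in Sham, 8700 ± 1959 (n = 3) at TIA 24h and 47872 ± 17137 (n = 3) at TIA 3d. All 3 TIA 3d lanes were deeper than every other lane, and this is the smallest p a two-sided exact permutation test of 3 against 3 can give, 0.1 against Sham and 0.1 against TIA 24h. Between TIA 24h and Sham the exact permutation p was 0.4. In the authors' normalization the totals were offset only in part, since the lane factors ranged over 3.58-fold.

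Counts per gene were low. The median gene had 14, 13 and 8 counts in the Sham lanes, 11, 9 and 8 at TIA 24h and 22, 17 and 22 at TIA 3d. In Sham replicate 3 no gene exceeded 32 counts (C1qc), whereas Cx3cr1 alone had 1118 counts in Sham replicate 1. Between 0 and 18 genes per lane stood at a count of 1, the lowest count in the table. Correlations of log2 values across genes within a group were 0.369 to 0.741 in Sham, 0.579 to 0.624 at TIA 24h and 0.849 to 0.904 at TIA 3d. These are correlations across genes, which are not independent replicates.

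The first principal component of the log2 values held 55.7% of the variance and the second 11.1%. Over the 9 lanes the first component followed the log2 total count with a Pearson r of 0.991 (exact permutation p = 8.27e-06) and a Spearman rho of 0.983 (exact permutation p = 4.96e-05). Without the lanes farthest from the median total, TIA 3d replicates 1 and 3, r was 0.994 over 7 lanes (exact permutation p = 0.000595). The relation was also present over the 6 Sham and TIA 24h lanes, which overlap in depth, with an r of 0.994 (exact permutation p = 0.00139) and a rho of 1 (exact permutation p = 0.00278). These relations were examined after the totals had been seen. No batch is given in the labels, and all TIA 3d lanes were deeper than the others, so depth and time point cannot be separated for TIA 3d.

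**Figure D1:**
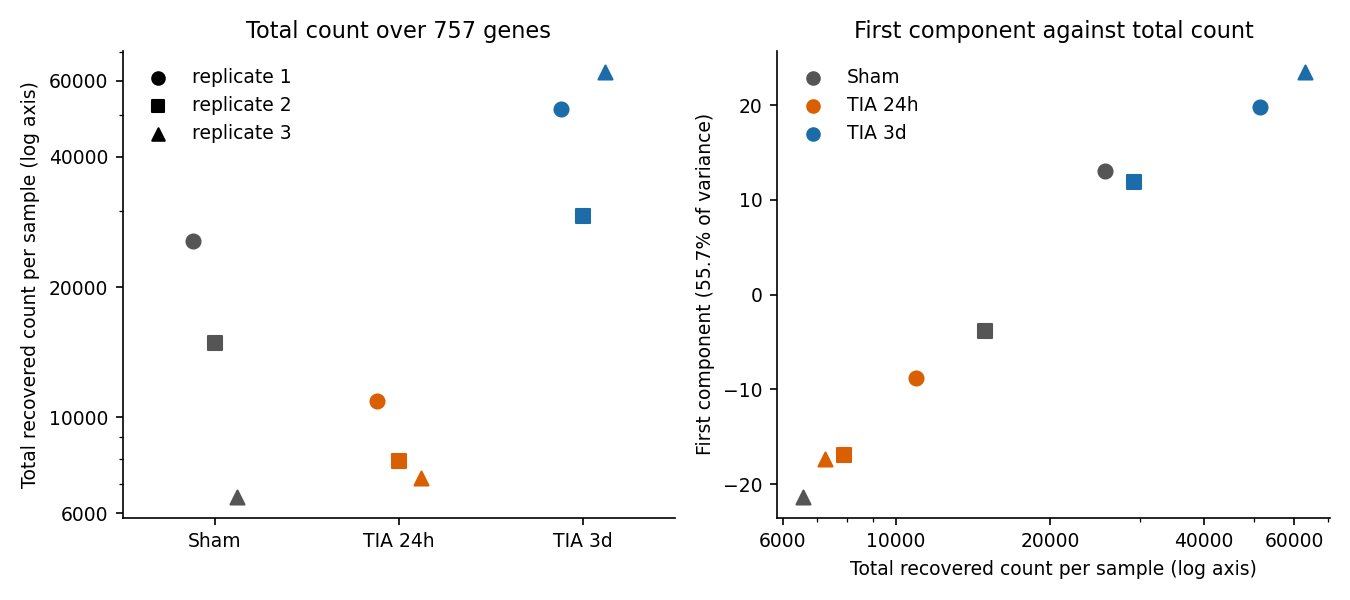
Left, total recovered count of each sample by group on a log axis, where circles, squares and triangles are replicates 1, 2 and 3. Right, score of each sample on the first principal component of the log2 values against its total count (log axis), coloured by group, with a Pearson r of 0.991 to the log2 total over 9 samples.

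Across all 3 groups, the question was whether microglial expression changed over the time course. Of 757 genes, 0 passed the moderated F test in limma, with a smallest adjusted p of 0.0533. At an unadjusted p under 0.05 there were 235 genes, where 37.9 would be expected without any difference. The ordinary F test and the S0 statistic with a permutation-based false discovery rate also gave 0 genes. The study did find genes past a test with these settings, over samples that included a later time point, so the 0 here does not test that result. The S0 statistic as run here also had less power. In the simulated data with added sampling noise it called 27 to 53 genes, and the moderated F test 105 to 142. The replicate block gave 54 genes, median centring 52 and an intensity trend with a robust prior 50. Voom on the recovered counts gave 294, and the alternative that moved this count most was array weights, with 295 genes. The count was 136 without Sham replicate 1, 126 without Sham replicate 3, 1 without TIA 24h replicate 1 and 0 without any of the other samples. With 0 genes past the F test, there was no gene to sort by the order of its group means. Among the 235 genes at an unadjusted p under 0.05, a set chosen after the result was seen, the highest mean was at TIA 3d for 122, at TIA 24h for 103 and in Sham for 10. The lowest mean was at TIA 3d for 103 of them, at TIA 24h for 96 and in Sham for 36.

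The share of the variance of log2 values between groups was 48.4%, against a median of 21.2% over all arrangements of the labels (one-sided exact permutation p = 0.0357, where 0.00357 is the smallest possible). The replicate block moved it most, to 59.8%. No p is given for that value, since the splits were not kept within replicates once the replicate means had been removed. Quantile normalization gave 37.9% (exact permutation p = 0.0679). Leaving out a sample gave 44.7% without TIA 3d replicate 3 to 58.7% without Sham replicate 1, and exact permutation p values of 0.00714 to 0.0929. The p was above 0.05 without Sham replicate 2 (0.0714), TIA 24h replicates 1 (0.0571), 2 (0.0679) or 3 (0.0929), or TIA 3d replicates 1 (0.0821), 2 (0.0536) or 3 (0.0893), by the same exact permutation test. Across genes, the change from Sham to TIA 24h correlated with the change from Sham to TIA 3d with an r of -0.24. Sharing the Sham samples alone gave a median r of 0.5 (0.381 to 0.589) in 1000 simulated data sets without group differences. However, the relabelled real samples gave a much wider range, from -0.26 to 0.884 for the central 95% of the 1680 arrangements. The r was 0.17 without Sham replicate 1 and 0.03 after quantile normalization.

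The comparison of TIA 24h with Sham asked for the early response. In limma, 0 of 757 genes passed, with a smallest adjusted p of 0.617. There were 57 genes at an unadjusted p under 0.05, of which 37 were higher and 20 lower at TIA 24h, where 37.9 would be expected without a difference. The ordinary linear model and voom on the recovered counts gave 0 genes as well, and array weights and quantile normalization gave 1 each. In 74 genes (9.78%) the 3 values of 1 group all lay above those of the other, where chance gives 10%. The genes with the smallest p did not pass. Tnfrsf4 was higher by 2.00 on the log2 scale (SE 0.53, adjusted p = 0.617), with at most 6 counts in any lane. Mobp was higher by 1.69 (SE 0.46, adjusted p = 0.617). Slc2a5 changed by -2.03 (SE 0.56, adjusted p = 0.617), with 88, 31 and 16 counts in Sham and 5, 8 and 6 at TIA 24h. In all 3 of these genes the groups did not overlap.

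For TIA 3d against Sham, which asked for a response that lasts or begins later, limma again gave 0 genes, with a smallest adjusted p of 0.0558. At an unadjusted p under 0.05 there were 148 genes, 101 higher and 47 lower at TIA 3d. The ordinary linear model and voom gave 0 genes, an intensity trend with a robust prior gave 8, and array weights gave 174. Without Sham replicate 1, the deepest Sham lane, the count was 84, and without any other single sample it was 0. In 183 genes (24.2%) the groups did not overlap, where chance gives 10%. The 3 genes with the smallest p again did not pass, although no value of the groups overlapped. Nfkbia was higher at TIA 3d by 3.44 (SE 0.61, adjusted p = 0.0558), with 12, 2 and 1 counts in Sham and 75, 34 and 94 at TIA 3d, so that the size of its change rests on very few counts. Ccl4 was higher by 2.90 (SE 0.59, adjusted p = 0.1) and Lfng by 2.26 (SE 0.48, adjusted p = 0.1). Without Sham replicate 1, all 3 genes passed, with adjusted p values of 0.00024, 0.0101 and 0.00965 for Nfkbia, Ccl4 and Lfng.

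Between the time points, TIA 3d against TIA 24h, 145 of 757 genes passed in limma, 88 higher and 57 lower at TIA 3d. At an unadjusted p under 0.05 there were 304. In 366 genes (48.3%) the groups did not overlap, where chance gives 10%, and 143 of the 145 genes were among them. The count depended strongly on the alternative. It was 0 in the ordinary linear model and 0 with the total count as a covariate, 7 after quantile normalization and 385 in voom. Without a single sample the count was 0 for TIA 24h replicates 2 and 3 and for TIA 3d replicates 1 and 3, 85 for TIA 24h replicate 1, 90 for Sham replicate 2, 219 for Sham replicate 3 and 226 for Sham replicate 1. The median log2 difference of all genes was -0.25, and it was -1.19 when counts were scaled to the lane total, where 34 genes were higher and 310 lower. After median centring it was 0.09, with 123 higher and 21 lower. The balance of rises and falls therefore depended on the scaling.

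Among these 145 genes, the largest rises at TIA 3d were those of Il1a, Ctss and Csf1r. Il1a was higher by 4.45 (SE 0.82, adjusted p = 0.0229), with 9, 1 and 1 counts at TIA 24h, which gives the change no firm size. Ctss was higher by 4.04 (SE 0.97, adjusted p = 0.0232), from 6.12 ± 0.92 (SD, n = 3) to 10.15 ± 0.43 (n = 3). Csf1r was higher by 3.95 (SE 0.84, adjusted p = 0.0229), from 5.65 ± 1.23 to 9.60 ± 0.16. The largest falls were those of Myrf (-2.94, SE 0.57, adjusted p = 0.0229), S100b (-2.43, SE 0.44, adjusted p = 0.0229) and Mobp (-2.35, SE 0.46, adjusted p = 0.0229). S100b had only 4 to 10 counts in the 6 lanes compared. In each of the 6 genes, all 3 samples of 1 group lay above all 3 of the other. None of the 6 passed once TIA 24h replicate 2 (adjusted p = 0.0617 for each), TIA 24h replicate 3 (0.0884, and 0.0931 for Ctss), TIA 3d replicate 1 (0.0827) or TIA 3d replicate 3 (0.0788) was left out. With the total count as a covariate none passed, and Ctss and Csf1r changed sign, to -1.31 and -0.21. The total coincides with TIA 3d and contains the tested genes themselves. The 10 most abundant genes of a lane held 25.3% to 33.3% of it at TIA 3d and 5.48% to 10.9% at TIA 24h. A true rise of abundant genes would raise the total too, so these changes of sign show no direction.

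Of the 10 genes chosen in advance, 8 were measured. Over all genes, 0 passed at TIA 24h against Sham, 0 at TIA 3d against Sham and 4 at TIA 3d against TIA 24h. Adjusted over the list alone, the counts were 0, 0 and 6. The homeostatic genes P2ry12, Cx3cr1 and Tmem119 were higher at TIA 3d than at TIA 24h by 3.12 (SE 0.90, adjusted p = 0.0379), 2.96 (SE 0.86, adjusted p = 0.0379) and 3.31 (SE 0.79, adjusted p = 0.0232), in 3 of 3 samples each. P2ry12 stood at 7.30 ± 2.43 (SD, n = 3) in Sham, 5.35 ± 0.74 at TIA 24h and 8.47 ± 0.54 at TIA 3d. Its counts were 742, 197 and 13 in Sham, 38, 27 and 12 at TIA 24h and 652, 596 and 438 at TIA 3d, so that Sham overlapped both other groups. Il1b was lower at TIA 3d than at TIA 24h, by -1.77 (SE 0.58, adjusted p = 0.0494). Its counts before scaling were 19, 8 and 17 at TIA 24h and 24, 3 and 19 at TIA 3d, so that they overlapped. Without TIA 3d replicate 2, its change between the time points was -1.03. In that contrast P2rx7 (1.09, adjusted p = 0.0764) and Tnf (1.26, adjusted p = 0.0757) did not pass over all genes, nor did Spp1 (-0.81, adjusted p = 0.769) and Cd300lf (0.25, adjusted p = 0.706). None of the 4 genes that passed did so without TIA 24h replicate 2 or 3 or TIA 3d replicate 1 or 3, with adjusted p values of 0.0617 to 0.142. P2ry12, Cx3cr1 and Il1b were also past the threshold no longer without TIA 3d replicate 2 (0.0709, 0.0709 and 0.142). The same held without TIA 24h replicate 1 for P2ry12 (0.0567) and Il1b (0.115), and without Sham replicate 2 for Cx3cr1 (0.0502) and Il1b (0.0605). P2rx7 passed without Sham replicate 1 (1.09, adjusted p = 0.046) and Tnf without TIA 3d replicate 2 (1.81, adjusted p = 0.0385). With the total count as a covariate, P2ry12, Cx3cr1 and Tmem119 changed sign in this contrast, to -0.81, -0.64 and -0.39. As the total coincides with TIA 3d and contains these genes, this shows no direction.

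Against Sham, none of the 8 genes passed with all samples. Without Sham replicate 1, Tmem119 (2.54, adjusted p = 0.0263) and P2rx7 (1.46, adjusted p = 0.0421) passed at TIA 3d. At TIA 24h, P2ry12 changed by -1.95, Cx3cr1 by -1.79 and Tmem119 by -1.76, with overlapping groups. Il1b was higher by 1.33 in 3 of 3 samples (adjusted p = 0.647). The change was 0.02 for P2rx7, 0.21 for Tnf, 2.79 for Spp1 and -0.04 for Cd300lf, with adjusted p values of 0.723 to 0.988. At TIA 3d, Tnf was higher by 1.47 (adjusted p = 0.16) and P2rx7 by 1.11 (adjusted p = 0.172), each in 3 of 3 samples. P2ry12 was higher by 1.17, Cx3cr1 by 1.17, Tmem119 by 1.56, Spp1 by 1.98 and Cd300lf by 0.20, and Il1b changed by -0.43, all with overlapping groups and adjusted p values of 0.28 to 0.806. Spp1 varied most within groups, with 111, 3 and 140 counts at TIA 24h and 9, 7 and 2883 at TIA 3d, so that TIA 3d replicate 3 decided its TIA 3d mean. Without that sample, its change against Sham was -0.74.

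**Figure D2:**
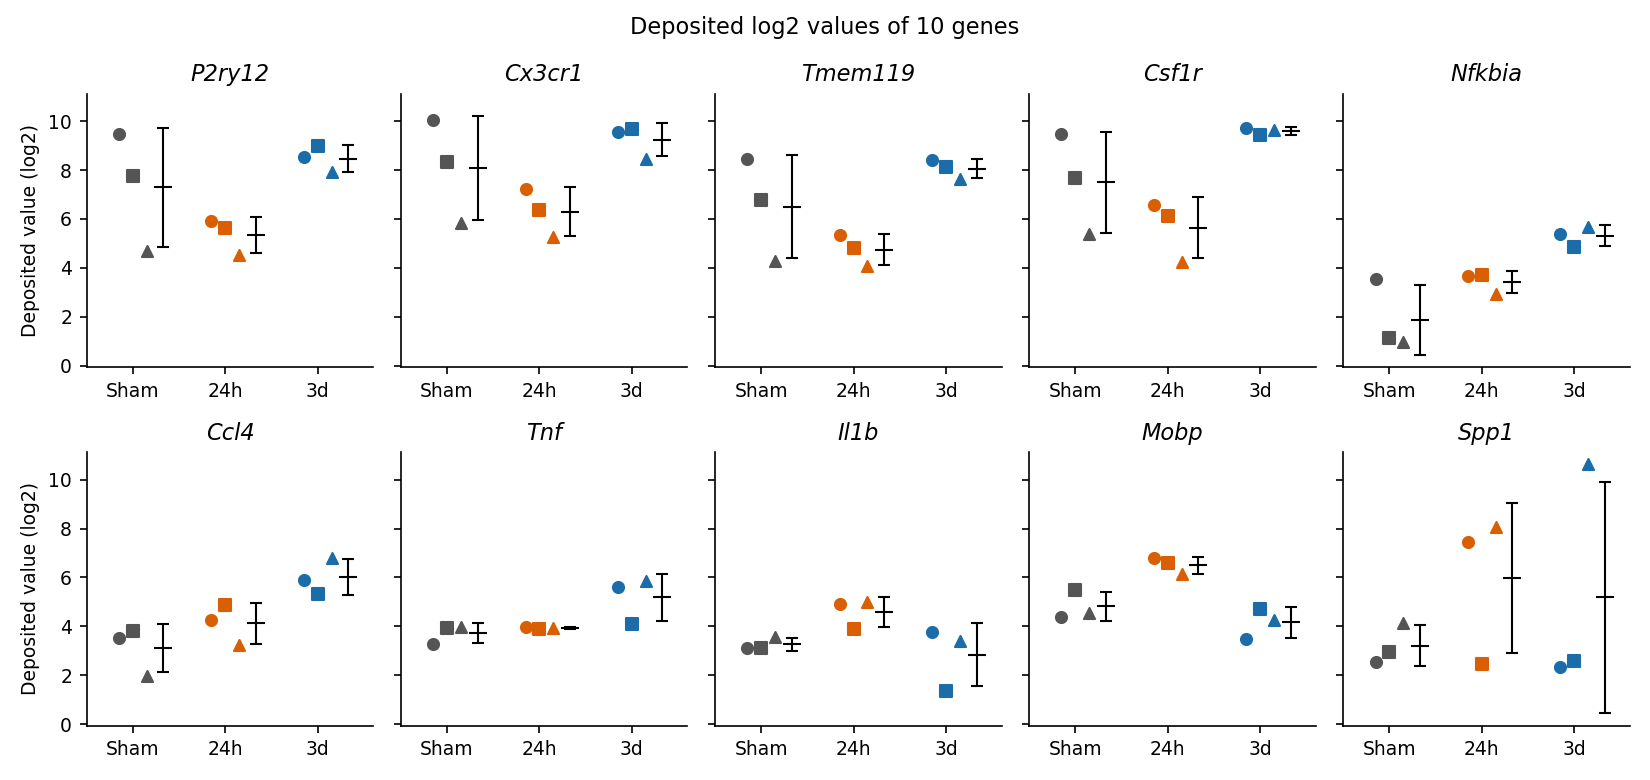
Deposited log2 values of 10 of the named genes in Sham, TIA 24h and TIA 3d, where circles, squares and triangles are replicates 1, 2 and 3 and the black bar is the mean ± SD of 3 animals. P2ry12, Cx3cr1, Tmem119 and Csf1r span a wide range among the Sham animals, and Spp1 is high in 1 of the 3 TIA 3d animals.

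Camera gave 24 calls among the 39 tests of 13 gene lists. None of the 24 held under fry (0 calls) or under camera with an estimated correlation (0 calls), which was the largest effect of any alternative on this count. The values below are mean log2 differences over a list, and the median difference of all genes was 0.15 for TIA 24h against Sham, -0.01 for TIA 3d against Sham and -0.25 for TIA 3d against TIA 24h. At TIA 24h against Sham, the homeostatic list was at -1.55 (adjusted p = 1.31e-08), with 0 of its 11 genes higher. The complement and phagocytosis list was at -0.39 (adjusted p = 0.0102), the oligodendrocyte list at 0.76 (adjusted p = 0.000786, 20 of 20 genes higher), the astrocyte list at 0.69 (adjusted p = 0.0134, 11 of 11 higher) and the blood leukocyte list at 0.48 (adjusted p = 0.0312, 18 of 22 higher). The other 8 lists gave no call, at 0.11 (inflammatory), 0.23 (interferon), 0.13 (disease-associated), -0.38 (antigen presentation), 0.30 (cell cycle), -0.02 (immediate early), 0.17 (neuron) and 0.16 (endothelial). Of these, the antigen presentation (-0.79, adjusted p = 0.0358) and cell cycle lists (0.53, adjusted p = 0.0313) were called without Sham replicate 3. For the inflammatory and disease-associated lists, camera ranked the genes below the others although their means were above 0. These calls leaned on single samples. The homeostatic mean was -0.67 without Sham replicate 1 and -2.51 without Sham replicate 3, and passed in both cases. Without Sham replicate 1, the complement, oligodendrocyte, astrocyte and leukocyte lists lost their calls (adjusted p = 0.953, 0.069, 0.069 and 0.0949). The astrocyte list also lost its call without Sham replicate 3 (0.0644) or TIA 24h replicate 1 (0.0694), and the complement list without TIA 24h replicate 2 (0.0608). The leukocyte list lost it without Sham replicate 2 (0.164), TIA 24h replicate 1 (0.0591) or TIA 24h replicate 2 (0.118). The oligodendrocyte mean was 1.17 without Sham replicate 2. The complement mean was -0.84 without Sham replicate 3, -0.65 without TIA 24h replicate 1 and -0.21 without TIA 24h replicate 3.

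At TIA 3d against Sham, the lists above the other genes were the homeostatic (1.30, adjusted p = 0.00623, 11 of 11 higher), inflammatory (0.83, adjusted p = 0.0238, 14 of 20 higher), complement (1.29, adjusted p = 3.6e-05, 15 of 17 higher) and immediate early lists (1.29, adjusted p = 0.0253, 5 of 7 higher). Lists below the other genes were those of neurons (-0.56, adjusted p = 0.00459), oligodendrocytes (-0.91, adjusted p = 1.68e-05), astrocytes (-0.53, adjusted p = 0.0401), endothelium (-0.56, adjusted p = 0.0253) and blood leukocytes (-0.38, adjusted p = 0.0253). No call was given by the interferon (0.24), disease-associated (0.85), antigen presentation (1.07) and cell cycle lists (-0.30). Of these, antigen presentation was called without Sham replicate 1 (1.59, adjusted p = 0.0375), the disease-associated list without TIA 3d replicate 1 (1.14, adjusted p = 0.0275) and the cell cycle list without Sham replicate 1 (-0.48, adjusted p = 0.0375) or TIA 3d replicate 2 (-0.41, adjusted p = 0.0386). Over all genes 0 members of any list passed on their own in this contrast. Adjusted over the list alone, among the lists called, 10 of 20 inflammatory genes, 7 of 17 complement genes and 6 of 7 immediate early genes did, of which 2, 0 and 1 were lower at TIA 3d. The homeostatic list lost its call without Sham replicate 3, where its mean was 0.35 (adjusted p = 0.375), and stood at 2.19 without Sham replicate 1. The inflammatory list lost its call without TIA 3d replicate 3 (0.62, adjusted p = 0.0843). The astrocyte list did so without Sham replicate 2 (adjusted p = 0.166) or TIA 3d replicate 3 (0.077), the leukocyte list without Sham replicate 3 (0.0805) or TIA 3d replicate 3 (0.0664), and the endothelial list without Sham replicate 3 (0.0563). Means of called lists moved by over 1.5 times in 3 further cases, to 0.84 for complement and 0.82 for the immediate early list without Sham replicate 3, and to -0.50 for oligodendrocytes without Sham replicate 2.

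At TIA 3d against TIA 24h, camera called 10 lists. Above the other genes were the homeostatic list (2.86, adjusted p = 1.45e-06, 11 of 11 genes past the threshold on their own), the complement list (1.68, adjusted p = 1.53e-05, 9 of 17), the antigen presentation list (1.45, adjusted p = 0.0376, 1 of 5), the immediate early list (1.31, adjusted p = 0.0452, 5 of 7) and the inflammatory list (0.72, adjusted p = 0.0351, 10 of 20). Below them were the lists of oligodendrocytes (-1.67, adjusted p = 1.45e-06, 12 of 20), astrocytes (-1.22, adjusted p = 0.00835, 3 of 11), blood leukocytes (-0.86, adjusted p = 0.00623, 3 of 22), neurons (-0.73, adjusted p = 0.0253, 1 of 18) and the cell cycle (-0.61, adjusted p = 0.0379, 4 of 25). Adjusted over the list alone, the numbers were 11, 11, 3, 7, 12, 16, 5, 2, 0 and 4 in the same order. The members that passed went both ways in 3 of these lists. Over all genes, 1 of the 5 immediate early genes and 3 of the 10 inflammatory genes were lower at TIA 3d, and 1 of the 4 cell cycle genes was higher. Adjusted over the list alone, 2 of 7, 4 of 12 and 1 of 4 went against their list. No call was given by the interferon (0.01), disease-associated (0.72) and endothelial lists (-0.72). Of these, the disease-associated list was called without TIA 24h replicate 3 (0.89, adjusted p = 0.0406) or TIA 3d replicate 1 (1.01, adjusted p = 0.0368), and the endothelial list without TIA 24h replicate 3 (-0.88, adjusted p = 0.0406). The interferon list differed in sign between its mean and its median of -0.00123. The antigen presentation list lost its call without TIA 24h replicate 1 (adjusted p = 0.0886) or TIA 3d replicate 3 (0.052), the inflammatory list without TIA 24h replicate 2 (0.0608) or TIA 3d replicate 3 (0.117) and the neuron list without TIA 3d replicate 3 (0.052). The cell cycle list lost it without TIA 24h replicate 3 (0.0505), TIA 3d replicate 1 (0.0604) or TIA 3d replicate 3 (0.052). The immediate early list lost it without Sham replicate 2 (0.0507), TIA 24h replicate 1 (0.069), TIA 24h replicate 2 (0.0608), TIA 3d replicate 2 (0.0616) or TIA 3d replicate 3 (0.052).

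**Figure D3:**
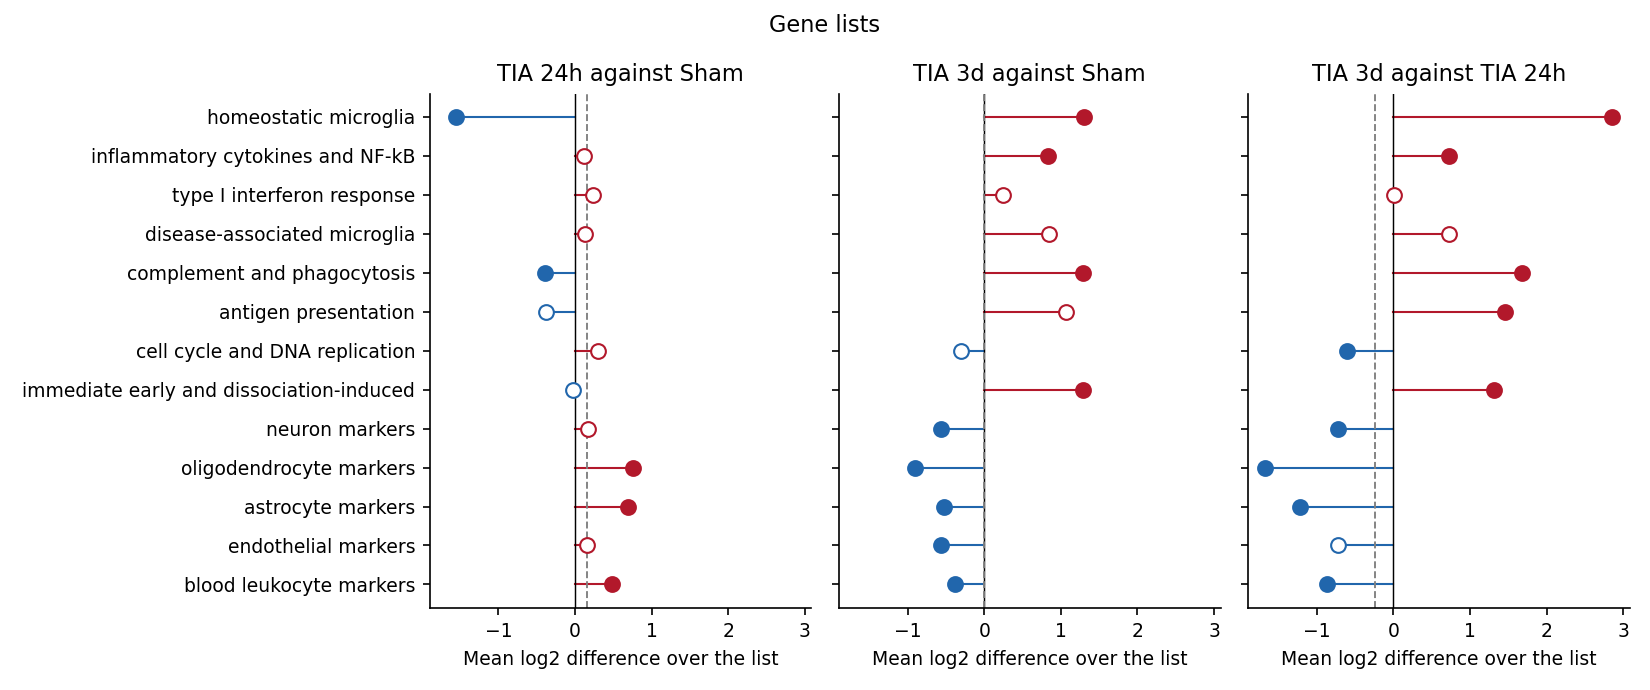
Mean log2 difference over each of 13 gene lists in the 3 contrasts, in red above 0 and in blue below it, with filled circles where the camera adjusted p was under 0.05 and the median difference of all genes as a dashed line. The homeostatic list lies lowest at TIA 24h against Sham (-1.55) and highest at TIA 3d against TIA 24h (2.86). It changes sign at TIA 3d against Sham and against TIA 24h with the total count as a covariate (-1.12 and -0.49). The total coincides with TIA 3d and contains these genes, so this shows no direction.

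Sham replicates 1 and 3, from the same group, differed in depth by a factor of 25582 to 6560 counts. Across genes, the difference of Sham replicate 3 minus Sham replicate 1 correlated with the difference of the TIA 24h mean minus the TIA 3d mean, which shares no sample with it, with an r of 0.76. Of the 145 genes past the threshold between the time points, 91% had the same sign in both differences. Genes are not independent replicates, so this r carries no p value.

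**Figure D4:**
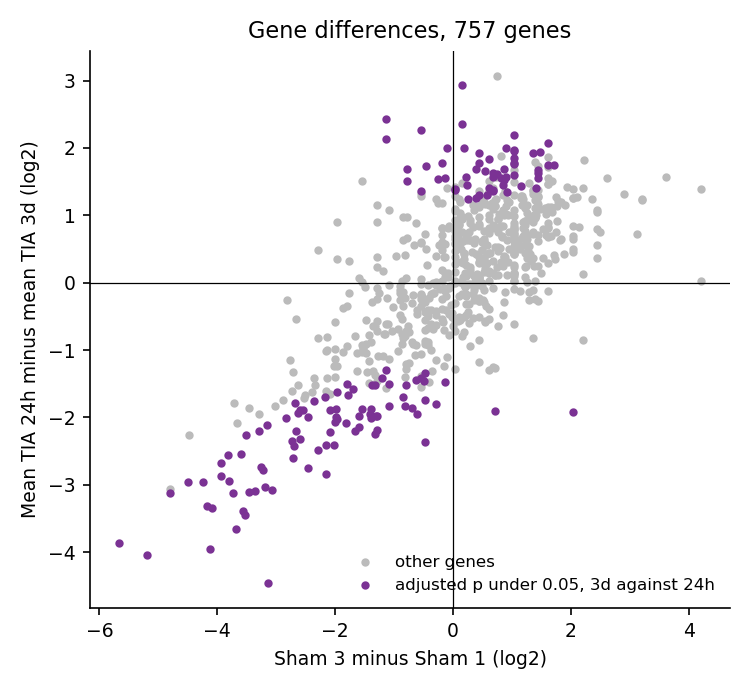
Each point is 1 of 757 genes, with the log2 difference of Sham replicate 3 minus Sham replicate 1 on the horizontal axis and that of the TIA 24h mean minus the TIA 3d mean on the vertical axis. Purple points are the 145 genes past the threshold between TIA 3d and TIA 24h, of which 91% have the same sign on both axes (r = 0.76 over all genes).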

Values the study reported

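The study gave the input as about 65 ng of total RNA per sample, with 1000 to 1500 sorted cells and 3 animals per group, and followed these cells for up to 7 days after the TIA. It named S0 = 0.1 and a permutation-based false discovery rate of 0.05 for its test over several samples. The genes past that test were clustered in the study, which described lasting changes and a proinflammatory polarization up to 7 days after the TIA.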

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

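All results in this part stand out because the change against Sham differed between the time points, in a direct test of TIA 3d against TIA 24h. Chosen only after the result was seen were the lane model and the covariate and voom fits, the test of the immediate early list, the tally of counts before scaling, both tests of the oligodendrocyte list, and the requirement that a list pass both camera and fry after the lane model. With camera alone, a first version of that rule had counted against low signal for the homeostatic list and in favour of cell activation during isolation. A first version of the oligodendrocyte correlation used shares of the total, which depth inflates. A second left the group means in, so that the difference between the groups itself made the members correlate. Both were replaced. The third was first read without leaving out samples, and the requirement that it hold without each sample was added after its value was seen.

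Between TIA 3d and TIA 24h, 145 genes passed in limma. The largest rises were Il1a (4.45), Ctss (4.04) and Csf1r (3.95) and the largest falls Myrf (-2.94), S100b (-2.43) and Mobp (-2.35), on the log2 scale. P2ry12 (3.12), Cx3cr1 (2.96) and Tmem119 (3.31) were higher and Il1b (-1.77) lower at TIA 3d. Of the 10 splits of these 6 samples into groups of 3, only the real one gave as many genes (1 of 10), and the others gave 1 gene at most. With 10 splits the share cannot go below 0.1, so chance cannot be excluded. The real split also separates the 3 deepest lanes from the 3 shallower ones, so that depth and time point coincide in it. The count was 0 without TIA 24h replicate 2, TIA 24h replicate 3, TIA 3d replicate 1 or TIA 3d replicate 3, 85 without TIA 24h replicate 1, 90 without Sham replicate 2, 219 without Sham replicate 3 and 226 without Sham replicate 1.

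A technical candidate explanation is a lower transcript signal over a similar background in the TIA 24h lanes. Such lanes would compress every gene toward the background, and the division by the lane factor would then raise genes near background and lower abundant ones. The prediction, made before the test, was that a shallow and a deep lane of the same group differ in the same genes. Across genes, Sham replicate 3 minus Sham replicate 1 correlated with TIA 24h minus TIA 3d with an r of 0.76, and 91% of the 145 genes had the same sign in both. When each lane was set against a background plus a multiple of the counts of Sham replicate 1, the fitted background was 7.19 to 9.5 counts in Sham replicates 2 and 3 and the TIA 24h lanes, and -0.25, 3.02 and 4.83 in TIA 3d replicates 1 to 3. The counts of Sham replicate 1 hold a background of their own, so these are not absolute levels, and whether the background was alike in all lanes was not measured. The multiple was 4.36% to 30.1% in these lanes and 105% to 232% in the TIA 3d lanes. The test after that model leaves out Sham replicate 1, and without this sample 226 genes passed with the deposited values. Noise in the counts of Sham replicate 1 enters the residuals of all TIA 3d lanes alike, and the p values do not allow for it. After that model, 25 genes passed, of which 17 were among the 145. The r of 0.76 and the 17 of 145 genes left go with a low signal at TIA 24h as a source of calls. This holds for the 88 genes that were lower there, apart from 8 that are among the 17 and that the model leaves undecided. For the 57 genes that were higher at TIA 24h, of which 9 are among the 17, a low signal as a source stays open. Before scaling, 41 of them had a higher mean recovered count at TIA 24h, 2 an equal and 14 a lower one, and a low signal over a similar background predicts no higher counts. These genes were picked for being higher at TIA 24h and have few counts, and in limma on log2 counts without scaling, 0 of 757 genes were higher at TIA 24h past the threshold (1 at an unadjusted p under 0.05), so the tally does not exclude it. For these 57 genes a low signal and a true rise cannot be told apart. The study quotes a single approximate amount of input RNA for all samples, and no measure of the input by lane was available. The true input of the lanes is therefore uncertain. Whether the low signal came from fewer cells, less RNA or poorer RNA cannot be read from the table, and a true change between 24 h and 3 d stays open and was not tested separately from depth. The called genes that were lower at TIA 24h had a median of 142 counts at TIA 3d and 13.3 at TIA 24h. Those that were higher had medians of 8.67 at TIA 3d and 10 at TIA 24h.

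Camera called 10 lists between the time points, and none of them passed under fry or with an estimated correlation. The mean differences were 2.86 for the homeostatic list, 1.68 for complement and phagocytosis, 1.45 for antigen presentation, 1.31 for the immediate early list and 0.72 for the inflammatory list. They were -1.67 for oligodendrocyte, -1.22 for astrocyte, -0.86 for blood leukocyte, -0.73 for neuron and -0.61 for cell cycle genes. After the lane model, only the oligodendrocyte list (-1.34, adjusted p = 3.17e-06) and the inflammatory list (0.62, adjusted p = 0.0246) were still called by camera in this contrast. Of these, the inflammatory list also passed in fry (adjusted p = 0.0409) and the oligodendrocyte list did not (adjusted p = 0.155). These p values do not allow for noise in Sham replicate 1, the reference of the model, so they do not decide on low signal. The homeostatic list was at 0.39 (adjusted p = 0.181) and the complement list at 0.22 (adjusted p = 0.267). Over all alternatives, the adjusted p ranged from 7.65e-10 to 0.351 for the oligodendrocyte list, from 0.0145 to 0.868 for the inflammatory list and from 1.39e-11 to 0.533 for the homeostatic list. With the total count as a covariate, the homeostatic, inflammatory, complement, antigen presentation, immediate early and cell cycle lists changed sign, and the leukocyte list was near 0 (-0.018). The total contains these genes and coincides with TIA 3d, so this shows no direction. Of the 10 lists, the inflammatory list lost its call without TIA 24h replicate 2 (adjusted p = 0.0608) or TIA 3d replicate 3 (0.117). The neuron list lost it without TIA 3d replicate 3 (0.052), the antigen presentation list without TIA 24h replicate 1 (0.0886) or TIA 3d replicate 3 (0.052), and the cell cycle list without TIA 24h replicate 3 (0.0505), TIA 3d replicate 1 (0.0604) or TIA 3d replicate 3 (0.052). The immediate early list lost it without Sham replicate 2 (0.0507), TIA 24h replicates 1 (0.069) or 2 (0.0608), or TIA 3d replicates 2 (0.0616) or 3 (0.052).

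The oligodendrocyte list was higher at TIA 24h than at TIA 3d, and this was weighed against the scaling of background counts by the lane factor. If scaling were the cause, the recovered counts before scaling would not be higher at TIA 24h. Of the 6 most abundant members, 5 had a higher mean recovered count at TIA 24h, and of all 20 members 11 did, against 6.11% of the other genes. The members were not picked by their values. This argues against scaling as the whole cause. RNA of oligodendrocytes among the sorted cells is a candidate explanation. It predicts that within groups, lanes high in 1 member are high in the others. With group means and the total regressed out, the log2 counts of the 6 members had a median pairwise r of 0.488, at percentile 99.2 of 10000 random lists of like abundance, whose median was -0.00918. It was -0.27 (percentile 8.77) without Sham replicate 2 and 0.23 (84.5) without Sham replicate 1, and 0.852 (100) without TIA 24h replicate 2 and 0.769 (100) without TIA 3d replicate 1. The correlation thus rests on Sham replicate 2 and does not bear on the difference between the time points, so RNA of oligodendrocytes and a change within microglia cannot be told apart. Cnp, a member singled out after its values were seen, had 148 counts in Sham replicate 2, against 66, 25 and 71 at TIA 24h, 21 and 17 in Sham replicates 1 and 3, and 71, 33 and 40 at TIA 3d. Mbp, which is also on the list, is not in the table. No member is on another list. How many of the members microglia express was not measured here. A difference between animals in the sorting, or in myelin taken up by microglia, stays open.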

How the results depend on the processing

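The alternatives chosen only after the data were seen were counts as a share of the lane total (share scaling), the total count as a covariate, voom, the lane model and the filter at a mean count of 20. The others were planned, and centring on housekeeping genes and a change of pseudocount could not be run, since 0 of the 13 panel housekeeping genes are in the table and it is already on the log2 scale. Except where a reason is given, the cause of a change was not tested. Contrasts are named 24h-Sham, 3d-Sham and 3d-24h.

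The F test gave 0 genes with the deposited values, and 0 with the ordinary F test, the S0 statistic, the covariate and the filter at a mean count of 20. It gave 52 after median centring, 1 after quantile normalization, 40 without the genes below the 0.25 quantile of the mean (where fewer genes were tested), 54 with the replicate block, 50 with the trend and robust prior, 295 with array weights, 181 with share scaling, 294 in voom and 20 after the lane model. Leaving out a sample gave 0 to 136 genes, with 136 without Sham replicate 1, 126 without Sham replicate 3 and 1 without TIA 24h replicate 1. The order of the means was summarised as the number of genes past the F test with their highest mean at TIA 3d, which was 0, and 48 after median centring, 32 without the lowest genes, 16 with share scaling, and 0 to 97 when a sample was left out, with 97 without Sham replicate 1, 81 without Sham replicate 3 and 1 without TIA 24h replicate 1.

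For 24h-Sham the count was 0 in limma (57 at an unadjusted p under 0.05) and under every alternative run, except 1 gene each after quantile normalization and with array weights. For 3d-Sham it was 0 (148 unadjusted), and 1 without the lowest genes, 1 with the replicate block, 8 with the trend and robust prior, 174 with array weights, 8 after the lane model, and 0 to 84 when a sample was left out (84 without Sham replicate 1). The other alternatives gave 0 there. For 3d-24h the count of 145 became 7 after quantile normalization, 314 with array weights, 344 with share scaling, 0 with the covariate, 385 in voom, 25 after the lane model, 0 in the ordinary linear model, 249 in the fit of only the 6 samples compared, and 0 to 226 when a sample was left out. It was 144 after median centring (109 shared), 141 without the lowest genes, 140 with the block (130 shared), 177 with the trend (135 shared), 98 with the filter and 145 with a minimum change of 0.5. The covariate uses up the depth difference that coincides with TIA 3d, so a count of 0 there does not show that nothing changed. It also contains the counts of the tested genes, so a change of sign under it, listed below, shows no direction. Samples whose removal moved the count past 1.5 times were Sham replicates 1 (226), 2 (90) and 3 (219), TIA 24h replicates 1 (85), 2 (0) and 3 (0), and TIA 3d replicates 1 (0) and 3 (0). Fewer samples alone lower the power, but leaving out a Sham sample also raised the count.

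The 24 list calls became 0 under fry and 0 with an estimated correlation, which both allow for correlation within a list. They became 11 after quantile normalization, 14 without the lowest genes, 4 with the covariate, 5 after the lane model and 9 with the filter at 20, where only 6 lists were large enough to test, and lay between 16 and 25 when a sample was left out. The share of variance between groups, 48.4%, lost its threshold after quantile normalization (37.9%, exact permutation p = 0.0679) and without any 1 of 7 samples, which were Sham replicate 2 and all TIA 24h and TIA 3d samples (exact permutation p = 0.0536 to 0.0929). It moved most with the replicate block, to 59.8%, for which the splits give no valid p, and ranged from 44.7% to 58.7% with a sample left out. The similarity of the changes, -0.24, was 0.027 after quantile normalization and -0.30 to 0.17 with a sample left out, positive only without Sham replicate 1.

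A list is counted as reversed where the direction of its test changed, which can happen at an unchanged mean when the other genes shift or another test is used. Median centring reversed the neuron list in 24h-Sham (-0.015) and P2rx7 in 24h-Sham (-0.16). Quantile normalization reversed, in 24h-Sham, the inflammatory (0.0055), immediate early (0.23) and neuron lists (-0.023) and Tnf (-0.058), in 3d-Sham Cx3cr1 (-0.75) and Cd300lf (-0.34), and in 3d-24h P2rx7 (-0.0025). Without the lowest genes, the inflammatory list in 24h-Sham (0.11) and the interferon list in 3d-Sham (0.14) and 3d-24h (-0.13) were reversed. The replicate block reversed the inflammatory list in 24h-Sham (0.11). Array weights reversed the inflammatory (0.13) and neuron lists (0.066) and Cd300lf (0.024) in 24h-Sham, Il1b in 3d-Sham (0.072) and the interferon list in 3d-24h (-0.10). Fry reversed the inflammatory (0.11) and immediate early lists (-0.022) in 24h-Sham and the interferon list in 3d-24h (0.0097).

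Share scaling reversed the inflammatory list (0.30) and Cd300lf (0.15) in 24h-Sham, Cd300lf in 3d-Sham (-0.55), and the interferon list (-0.94) and Cd300lf (-0.70) in 3d-24h. Voom reversed Cd300lf in 24h-Sham (0.40), 3d-Sham (-0.34) and 3d-24h (-0.74), and the interferon list in 3d-24h (-1.004). The filter at 20 reversed the inflammatory (0.059) and disease-associated lists (0.16) in 24h-Sham. The covariate reversed, in 24h-Sham, the inflammatory (0.35), disease-associated (0.38), complement (0.20), cell cycle (0.068), immediate early (0.44), neuron (0.037) and endothelial lists (-0.011). In 3d-Sham it reversed the homeostatic (-1.12), complement (-0.25), antigen presentation (-0.15), cell cycle (0.32), immediate early (0.089) and leukocyte lists (0.23), P2ry12 (-1.68), Cx3cr1 (-1.44) and Tmem119 (-1.13). In 3d-24h it reversed the homeostatic (-0.49), inflammatory (-0.14), complement (-0.45), antigen presentation (-0.24), cell cycle (0.25), immediate early (-0.35) and leukocyte lists (-0.018), Ctss (-1.31), Csf1r (-0.21), P2ry12 (-0.81), Cx3cr1 (-0.64), Tmem119 (-0.39) and P2rx7 (-0.079). The lane model reversed, in 24h-Sham, the inflammatory (0.13), interferon (-0.019), complement (0.12), antigen presentation (0.12), cell cycle (-0.065), immediate early (0.38), neuron (-0.12) and endothelial lists (-0.21) and Tnf (-0.21). In 3d-Sham it reversed the homeostatic list (-0.15), P2ry12 (-0.27), Cx3cr1 (-0.42) and Cd300lf (-0.30), and in 3d-24h the cell cycle list (-0.053), P2rx7 (-0.33) and Spp1 (0.13).

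Some results were reversed by leaving out 1 sample, with these lowest and highest values. In 24h-Sham they were the inflammatory (-0.0062 without Sham replicate 3, 0.27 without Sham replicate 1), cell cycle (0.12 to 0.53), immediate early (-0.49 to 0.41), neuron (0.056 to 0.24) and endothelial lists (-0.026 to 0.35), P2rx7 (-0.22 to 0.37), Tnf (-0.026 to 0.33) and Cd300lf (-0.38 to 0.32). In 3d-Sham they were the interferon list (0.0046 to 0.40), P2ry12 (-0.14 without Sham replicate 3, 2.26 without Sham replicate 1), Il1b (-0.90 to 0.30), Spp1 (-0.74 without TIA 3d replicate 3, 3.40 without TIA 3d replicate 1) and Cd300lf (-0.13 to 0.57). In 3d-24h they were the interferon list (-0.23 to 0.17) and Spp1 (-3.53 to 0.61). No list or gene past its threshold in the deposited values was reversed by leaving out a sample, although the complement mean in 24h-Sham was 0.11 without Sham replicate 1.

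Over all lists, contrasts and alternatives, 621 values kept their direction and side of the threshold, 141 lost the threshold, 14 gained it and 61 were reversed. For named genes the numbers were 575, 68, 28 and 41. The oligodendrocyte list in 3d-24h kept its call under every alternative except fry and the estimated correlation. For the named genes past the threshold in 3d-24h, leaving out TIA 24h replicate 2 or 3 or TIA 3d replicate 1 or 3 took away all 10 calls each time. Depth limits all comparisons. The shallow lanes, Sham replicate 3 and the 3 at TIA 24h, had totals of 6560 to 10929 and medians of 8 to 11 counts per gene, so that counting error widens the spread of scarce genes. In the simulated data, 50% to 65.5% of the changed genes were recovered with sampling noise of counts added to the measured spread. With that spread alone, which already holds counting noise, 85% to 91.5% were. The size of 3 animals per group limits the precision further.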

Other observations

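The splits, and the tests of the homeostatic and inflammatory lists by the lane model, had predictions made before their values were seen. Chosen only after the result was seen were the lane model itself, the use of fry beside camera as a requirement, the test of the immediate early list, the split by depth and the comparison of single lanes of like depth.

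For the F test over the 3 groups, 100 of the 280 splits of the 9 samples were drawn. The real groups gave 0 genes, so all 100 had to give at least as many, and this count decides nothing about chance. Of the 100, 13 gave some genes, 167 at most. A split into the 3 deepest, the 3 middle and the 3 shallowest lanes, which keeps the TIA 3d animals together and mixes Sham with TIA 24h animals, gave 167 genes (290 at an unadjusted p under 0.05), against 0 genes (235) for the real groups. For TIA 24h against Sham, the real split also gave 0, so that all 10 splits had to give at least as many. The largest count was 2, for Sham replicates 1 and 2 with TIA 24h replicate 1 against the other 3, which follows depth. For TIA 3d against Sham all 10 splits gave 0. Neither count decides anything about chance, and 10 splits cannot give a share under 0.1.

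The homeostatic microglia list was lower at TIA 24h than in Sham, by a mean of -1.55 with 0 of 11 genes higher. Low signal over background in the TIA 24h lanes predicts that the list no longer stands out after the lane model. That test leaves out Sham replicate 1, its reference, and without this sample the deposited mean was -0.67. After the lane model the mean was -0.54, with an adjusted p of 0.0193 in camera, so leaving out the sample moved it more than the model did. The camera call that stayed goes against low signal as the whole cause, but at its preset correlation camera makes little allowance for genes that vary together. Fry, which does, gave no call for this list with the deposited values either (adjusted p = 0.259), so that its adjusted p of 0.588 after the lane model decides nothing. Over all alternatives the adjusted p ranged from 2.55e-13 to 0.351. The mean was -2.51 without Sham replicate 3. The fall and the low signal cannot be told apart here, since it is not shown that the remaining difference exceeds the spread between animals, and the TIA 24h lanes are shallow while the Sham lanes range from 6560 to 25582 counts. A loss of homeostatic expression at 24 h stays open as an untested biological explanation.

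The inflammatory list was higher at TIA 3d than in Sham, by a mean of 0.83. Low signal over background in the Sham lanes could give such a rise. In the 8 samples without Sham replicate 1 the deposited mean was 0.99. After the lane model, the mean was 0.75, with an adjusted p of 0.0203 in camera and 0.0409 in fry. Sham replicate 1 served as the reference and was left out of that test. The fitted multiple of its counts was 105% to 232% in the TIA 3d lanes, and 30.1% and 4.36% in Sham replicates 2 and 3. Noise in this 1 animal thus enters all 3 TIA 3d residuals alike, and the p values do not allow for it. Low signal as the whole cause is therefore not excluded. Over all alternatives the adjusted p ranged from 0.00313 to 0.743, the highest with the total count as a covariate, and it was 0.0843 without TIA 3d replicate 3. Activation of the cells during isolation could also raise these genes. It predicts a rise of the immediate early and dissociation-induced list, which was at 1.29 (adjusted p = 0.0253 in camera, 0.0951 in fry) and at 0.56 after the lane model (adjusted p = 0.181), against 1.72 in the deposited values of the same samples. Fry gave no call for any list with the deposited values, so its value does not count against activation. The lane model took away the call, and immediate early genes also rise with inflammation, so activation in isolation and a response to the TIA cannot be told apart. Actinomycin D was in the solution the brains were placed in, and whether it limited induction during isolation was not tested. No split of the samples separates TIA 3d from depth.

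Sham replicate 1 (total 25582) and TIA 3d replicate 2 (29200) were the lanes of different groups closest in depth among the deeper ones. Ccl4 had 12 counts in the former and 47 in the latter, Nfkbia 12 and 34, and Tnf 10 and 20. Il1b had 9 and 3, P2ry12 742 and 596, and Cx3cr1 1118 and 973. This compares 1 animal with 1 animal, with genes picked from those named above.

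The array weights, which down-weight samples that fit the group means poorly, were lowest for Sham replicates 3 (0.341) and 1 (0.454) and highest for TIA 3d replicate 1 (2.89) and Sham replicate 2 (2.74).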
